A study of Homo sapiens with 36 samples. Its data were reported in "YAP and TAZ are transcriptional co-activators of AP-1 proteins and STAT3 during breast cellular transformation" (2021).

How the data were processed

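RNA was measured by sequencing in 36 libraries of human cell lines, in 18 groups of 2. MCF-10A ER-Src is a non-transformed breast epithelial line that carries v-Src fused to the hormone-binding domain of the estrogen receptor, so that tamoxifen (TAM) switches the oncoprotein on and ethanol (ETH) serves as the vehicle. The methods of the study state that siRNA-treated ER-Src cells received tamoxifen together with a second compound, AZD0530. The TAM label may therefore cover both compounds. Whether ETH cells received AZD0530, and the treatment time of these libraries, are not stated. MDA-MB-231 is an established triple-negative breast cancer line. Cells received small interfering RNAs against YAP (YAPi), TAZ (TAZi), STAT3 (STAT3i), JUNB (JUNBi), YAP and TAZ together (YAPi_TAZi) or the TEAD family (TEADi), or a control siRNA (Ctrli). Groups and replicate numbers were taken from the sample titles. The titles place the MDA-MB-231 libraries in 2 sets, each with its own controls, here called set 1 and set 2.

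According to the methods of the study, total RNA went into libraries built with the TruSeq Ribo Profile kit for mammalian samples, sequenced on a HiSeq instrument. How RNA was selected is not described further. The authors trimmed adapters and low-quality bases, aligned the reads with STAR to the GENCODE version 30 transcriptome while keeping reads with up to 20 alignments, and quantified genes with RSEM. RSEM shares a read that fits several genes among them by probability. The authors deposited a table for each library with the RSEM expected counts, which are estimated read numbers per gene that need not be whole and are not normalized. The same deposited tables give TPM, in which RSEM divided each estimate by the effective gene length and scaled the library to a fixed total. Length and effective length per gene, also deposited, were used for an alternative setting and to compare read lengths between libraries. Each table had 61471 identifiers, of which 60725 were Ensembl genes. Of these, 93.1% matched GENCODE version 44, which supplied gene symbols and coordinates (GRCh38). The 649 numeric identifiers, the 96 synthetic spike-in identifiers (0 counts in all libraries) and the bacteriophage phiX174 identifier were left out of all comparisons.

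Expected counts were rounded to whole numbers. Each knockdown was compared with the Ctrli libraries of the same treatment, or of the same MDA-MB-231 set, in a separate DESeq2 run (version 1.42.0, R 4.3.3) with default size factors, Wald test and independent filtering, and genes with a Benjamini-Hochberg adjusted p under 0.01 were called. This design followed the methods of the study. The difference between the effect of a knockdown in TAM and in ETH was tested as an interaction term over the 4 groups concerned. Log2 fold changes are DESeq2 estimates without shrinkage, with their standard errors (SE). TPM and normalized counts are given as mean ± SD with n = 2. With 2 libraries per group no permutation of the labels can give a small p, so all p-values come from DESeq2 or edgeR, whose estimates of spread are shared among genes. Adjusted p-values are those of DESeq2 unless edgeR is named. Where DESeq2's independent filtering gave a gene no adjusted p, the unadjusted p is given.

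Depth, taken as the total expected counts, ran from 1411304 to 19161700 per library. In simulations drawn from the real means and library sizes, with 200 genes changed by 1.5 on the log2 scale, DESeq2 recovered 61% of the changed genes in ER-Src (7 false calls), 50% in MDA-MB-231 set 1 (11 false calls) and 49% in set 2 (8 false calls). At this size a gene that was not called cannot be taken as unchanged. The false calls stood beside 122, 100 and 98 recovered genes, a larger share than an adjusted p under 0.01 is meant to allow. The calls may therefore hold more false ones than the threshold implies. Both simulated groups were drawn from the control means, so no technical difference between groups other than depth was simulated. Confidence intervals on shares are 95% Wilson intervals and cover counting error only, since genes are not independent and the libraries carry no molecular identifiers.

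Genes named in the text were fixed by rule before the data were examined: the targeted genes, IL6, which the study discusses, NFKB1, a gene of the NF-kB factors it discusses, 6 members of the AP-1 family (JUN, JUND, FOS, FOSB, FOSL1 and FOSL2), 4 YAP/TAZ targets (CCN1, CCN2, ANKRD1, AMOTL2), for each comparison the 2 genes that rose most and the 2 that fell most (adjusted p under 0.01, mean normalized count of at least 100, no overlap between groups), and the 5 genes with the largest mean absolute change among those called in all 4 TAM knockdowns in 1 direction. A list of 22 YAP/TAZ target genes was also written beforehand. Its median log2 fold change was placed among those of 10000 random lists of the same size, drawn from 20 bins of mean expression over genes with a mean count of at least 10. A percentile below 2.5 or above 97.5 was taken as standing apart. The percentile reflects the draw of genes and not the spread between the 2 libraries of a group. It treats the list genes as independent and was not corrected for the number of comparisons.

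Alternatives set before the data were examined were edgeR's quasi-likelihood test (version 4.0.16), TMM size factors, a filter at a mean count of 10, offsets from the deposited effective lengths, 1 fit over all groups of a cell line, the replicate number as a block, the controls of both MDA-MB-231 sets together, and leaving out each replicate in turn. A further reference for set 1, the other set 1 knockdowns in place of the controls with the replicate number as a block, was added after the data were seen, as was the target list under ETH. That reference was TAZi and TEADi for YAPi, YAPi and TEADi for TAZi, TEADi for YAPi_TAZi, and the other 3 knockdowns for TEADi. The pairing by replicate number comes from the titles, where number 1 and number 2 recur in each group of ER-Src and of set 1. In set 2 the controls carry numbers 3 and 4 and the knockdowns 1 and 2, so no block was possible there. Pairing was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. No 2 libraries of a group were identical or agreed within counting noise (mean chi-square per gene from 2.18 to 51.55). Scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.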

Results

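Messenger RNA levels were measured after siRNA knockdown of YAP, TAZ, STAT3 and JUNB in ER-Src cells under TAM and ETH, to ask which genes depend on each factor in transformed and non-transformed cells. Each of the 10 ER-Src groups had 2 libraries. In MDA-MB-231 cells, set 1 held Ctrli, YAPi, TAZi, YAPi_TAZi and TEADi and set 2 held Ctrli, JUNBi and STAT3i, again with 2 libraries each.

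The ER-Src libraries held 6419720 to 19161700 expected counts. In MDA-MB-231 set 1 the controls held 13456784 and 13534560 and the 8 knockdown libraries 1411304 to 2784605, and in set 2 the range was 7290499 to 18076158. The set 1 libraries also differed in composition. A group of 7 RNAs that carry no poly(A) tail (RN7SK, RN7SL1, RN7SL2, RPPH1, RMRP, SNORD3A and SNORD3B-1) took 9.44% to 11.7% of gene counts in ER-Src and 8.71% to 11.8% in the set 1 knockdowns, but 0.0041% and 0.0028% in the set 1 controls, and between 0.0036% and 0.0112% in set 2. The deposited effective lengths implied a mean fragment or read length that differed as well. Gene length exceeded effective length by 75.0 bases in the set 1 controls, by 48.0 bases in replicate 1 and by 74.6 bases in replicate 2 of the set 1 knockdowns. In ER-Src the difference was 49.0 bases for STAT3i and JUNBi and 49.5 bases for Ctrli, YAPi and TAZi. In set 1 the knockdown and the library type therefore cannot be told apart, and all set 1 comparisons with controls carry that limit. In ER-Src the smaller difference in effective length separates all STAT3i and JUNBi libraries from all Ctrli libraries. Whatever lies behind it cannot be told apart from the knockdown in those comparisons.

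**Figure D1:**
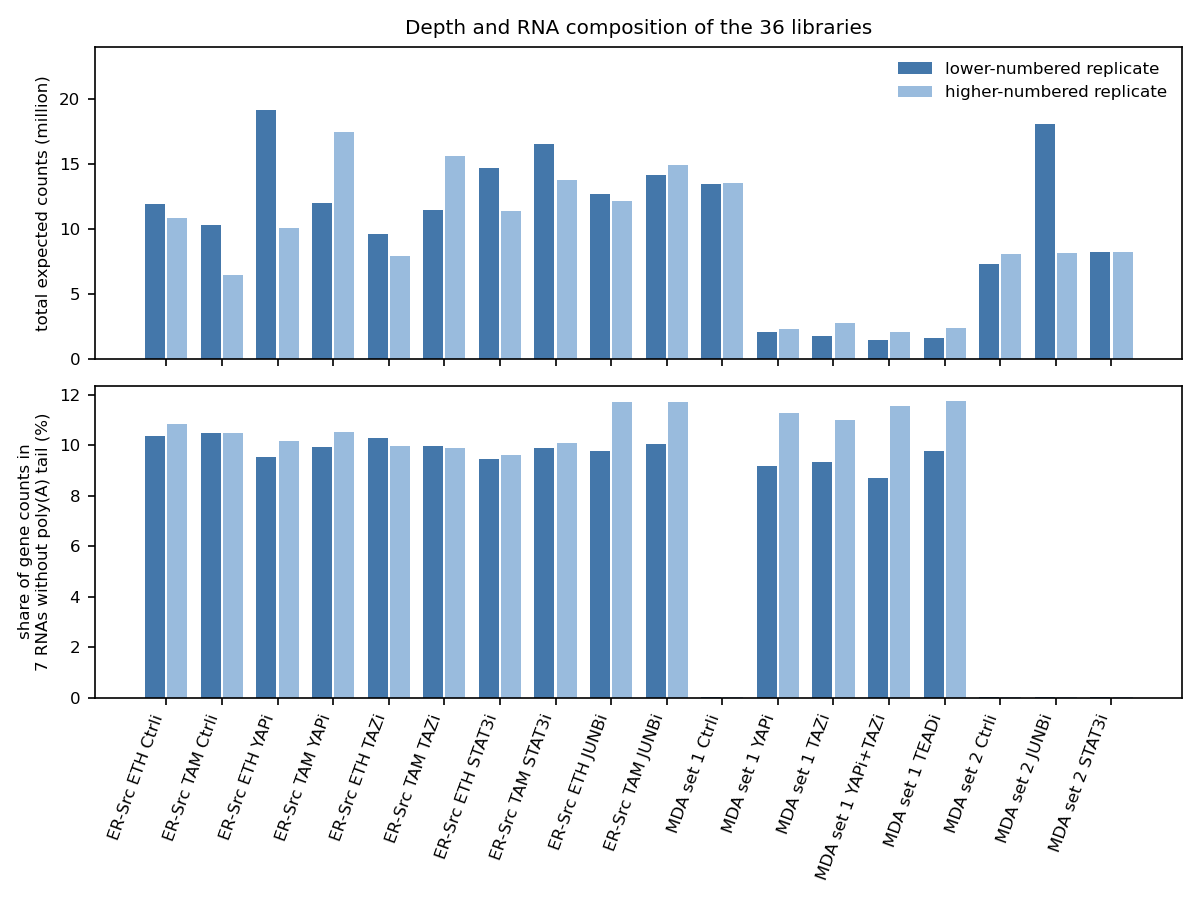
Total expected counts (upper panel) and the percentage of gene counts in 7 RNAs without a poly(A) tail (lower panel), with a bar for each of the 36 libraries, grouped by cell line, treatment and siRNA. The set 1 knockdown libraries have 1411304 to 2784605 counts and 8.71% to 11.8% in these RNAs, against 13456784 and 13534560 counts and at most 0.0041% in their controls.

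The targeted genes were examined in every library. YAP1 (ENSG00000137693.13, chromosome 11, 102110447 to 102233424, plus strand) stood at 29.3 ± 0.66 TPM (SD, n = 2) in Ctrli and 5.03 ± 1 TPM in YAPi under TAM, and at 32.7 ± 8.2 and 4.92 ± 0.25 TPM under ETH. The log2 fold changes were -2.49 (SE 0.14, adjusted p 1.2e-69) and -2.38 (SE 0.14, adjusted p 1.8e-62). WWTR1, which encodes TAZ (ENSG00000018408.14, chromosome 3, 149517235 to 149736714, minus strand), fell from 6.52 ± 0.11 to 1.34 ± 0.085 TPM in TAZi under TAM (log2 fold change -2.22, SE 0.25, adjusted p 6.5e-17). Under ETH it fell from 6.38 ± 0.33 to 2.33 ± 0.62 TPM (-1.86, SE 0.25, adjusted p 4.5e-11). STAT3 (ENSG00000168610.14, chromosome 17, 42313324 to 42388540, minus strand) was at 39 ± 7.3 TPM in Ctrli and 8.23 ± 0.62 TPM in STAT3i under TAM (-2.66, SE 0.14, adjusted p 7.4e-80). Under ETH the values were 20.8 ± 3 and 6.62 ± 0.18 TPM (-1.88, SE 0.17, adjusted p 7.3e-23, but 0.0237 with edgeR). JUNB (ENSG00000171223.5, chromosome 19, 12791486 to 12793315, plus strand) was at 62.7 ± 12 TPM in Ctrli and 17.6 ± 1.8 TPM in JUNBi under TAM (-2.03, SE 0.35, adjusted p 5.6e-07). Under ETH, 12.5 ± 0.74 and 6.23 ± 3.3 TPM were not separated at the threshold (-1.16, SE 0.39, adjusted p 0.064). With the replicate number as a block this change was -1.31 with an adjusted p of 0.00214 (pairing r = 0.410).

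**Figure D2:**
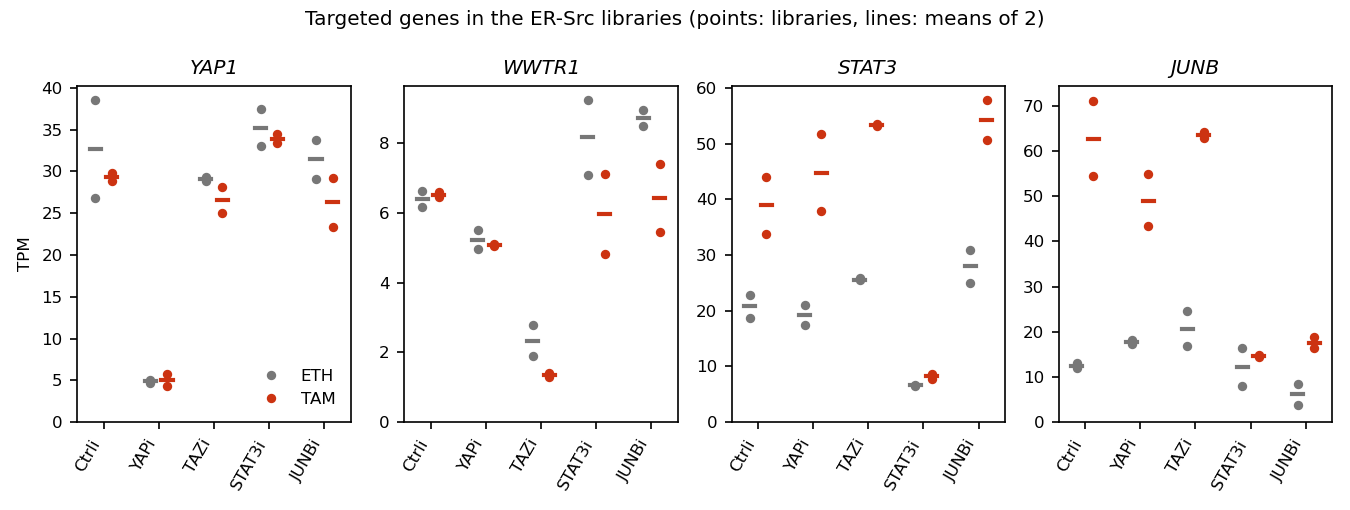
TPM of the 4 targeted genes in the 20 ER-Src libraries, by siRNA (horizontal axis), with ETH in grey and TAM in red. Points are libraries and lines are means of 2. YAP1 falls to 5.03 TPM under YAPi in TAM, WWTR1 to 1.34 under TAZi, STAT3 to 8.23 under STAT3i and JUNB to 17.6 under JUNBi, and JUNB is also at 14.7 under STAT3i.

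In MDA-MB-231 the targeted genes were lower too. YAP1 changed by -2.63 in YAPi (SE 0.21, adjusted p 3.8e-34) and by -2.65 in YAPi_TAZi. WWTR1 changed by -4.90 in TAZi (SE 0.34, adjusted p 4.2e-44), by -3.69 in YAPi_TAZi and also by -1.14 in YAPi (SE 0.23, adjusted p 4.7e-06) and -0.89 in TEADi (SE 0.18, adjusted p 5.9e-06). JUNB changed by -2.04 in JUNBi (SE 0.31, adjusted p 2.3e-08, and 0.0319 with edgeR). STAT3 changed by -2.41 in STAT3i (SE 0.32, unadjusted p 8.3e-14, with no adjusted p in that run). In TEADi, TEAD1 (chromosome 11, 12674421 to 12944737) changed by -0.82 (SE 0.15, adjusted p 2.5e-07) and TEAD3 (chromosome 6, 35473597 to 35497079) by -1.62 (SE 0.33, adjusted p 5e-06). The fall of TEAD3 was not particular to TEADi, since it changed by -1.53 in YAPi, -1.32 in TAZi and -1.24 in YAPi_TAZi, and by -0.27 in TEADi against the other set 1 knockdowns with the replicate block (adjusted p 0.788, pairing r = 0.856). TEAD2 (chromosome 19, 49340595 to 49362457) and TEAD4 (chromosome 12, 2959330 to 3040676) had at most 2 counts in either TEADi library and were at least 12.7-fold and 13.1-fold lower. Mean TPM of TEAD2 in YAPi, TAZi and YAPi_TAZi was also below the controls, at 5.56, 4.87 and 4.39 against 17.1. For TEAD4 it was 3.19, 3.09 and 2.1 against 22.5. In TEADi the means were lower still, at 0.34 and 0.12. Part of these falls may therefore be common to the set 1 knockdowns, but TPM may overstate that part. RNAs without a poly(A) tail take a share of the TPM total in the set 1 knockdowns and hardly any in the controls. IL6 in TEADi, for example, was at 78.3 against 77.5 TPM in the controls, although DESeq2 called it higher. TEAD1 was not lower when the controls of both sets were used (0.18, adjusted p 0.921), since its level in the set 2 controls was 1.31 ± 0.78 TPM against 43.3 ± 5.6 TPM in the set 1 controls.

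Treatment with TAM in Ctrli cells changed 973 genes, 726 higher and 247 lower. With the replicate number as a block the number was 619 (pairing r = 0.148), which was the alternative that moved this count most. JUNB rose by 2.51 (SE 0.17, adjusted p 1.4e-45), FOS by 2.55 (SE 0.16, adjusted p 2.3e-55), FOSL2 by 1.55 (SE 0.13, adjusted p 1.1e-28), JUN by 0.83 (SE 0.24, adjusted p 0.0094) and STAT3 by 1.12 (SE 0.11, adjusted p 2.3e-21). The largest fall outside multicopy genes was in TIMP3 (chromosome 22, 32801705 to 32863041), from 397.9 to 56.1 normalized counts (-2.83, SE 0.27, adjusted p 2.4e-24).

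In TAM-treated ER-Src cells, YAPi changed 1541 genes (764 higher, 777 lower), TAZi 462 (237 higher, 225 lower), STAT3i 1168 (475 higher, 693 lower) and JUNBi 905 (372 higher, 533 lower). With TMM size factors the split was 566 higher and 614 lower in STAT3i and 486 higher and 479 lower in JUNBi. The lean towards lower genes was therefore smaller in STAT3i and gone in JUNBi with that scaling. The other settings kept more lower than higher genes in both. With edgeR, for example, 440 were higher and 753 lower in STAT3i, and 313 and 539 in JUNBi. With the replicate number as a block the numbers were 769, 177, 653 and 645, with pairing correlations of 0.051, -0.035, -0.054 and 0.129. The count for TAZi was moved most, to 177 by the block and to 195 by edgeR, and under edgeR 62.6% of the TAZi calls were higher against 51.3% with DESeq2. Among 9447 to 9600 genes with a mean normalized count of at least 100, the means of the groups differed at least 2-fold for 497 genes in YAPi, 134 in TAZi, 474 in STAT3i and 314 in JUNBi.

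**Figure D3:**
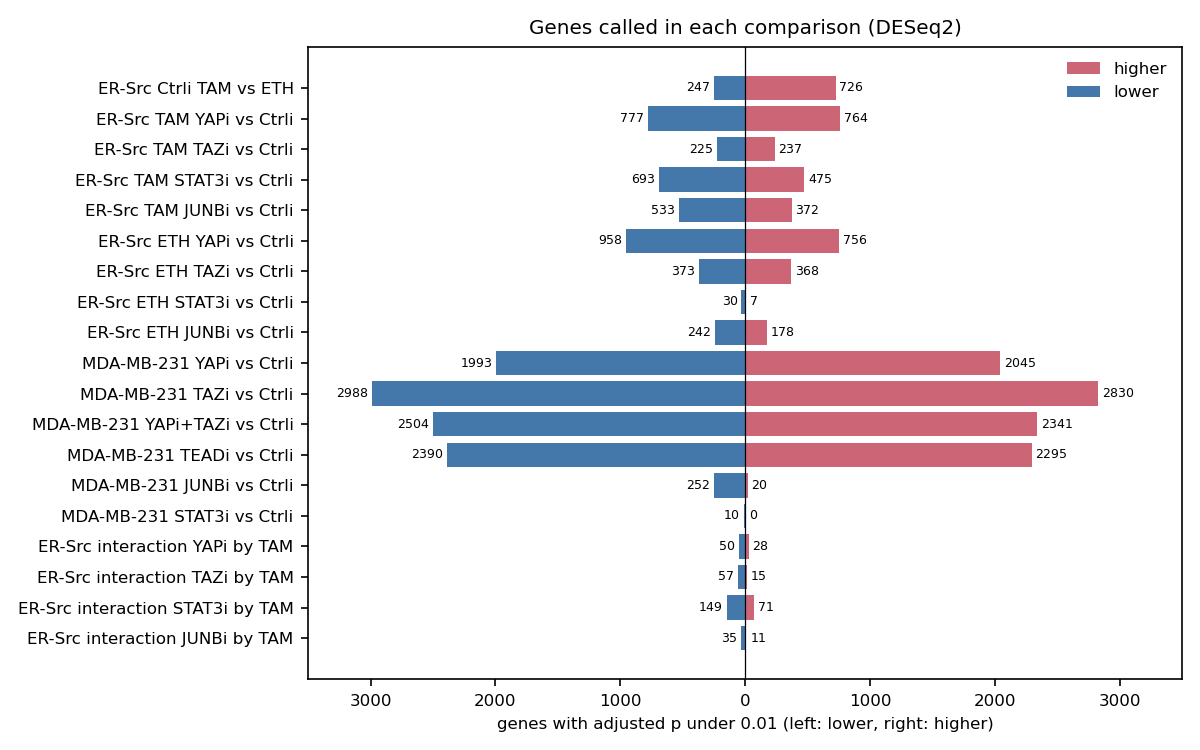
Number of genes with an adjusted p under 0.01 in each comparison and interaction (DESeq2), with lower genes to the left of 0 and higher genes to the right. The set 1 comparisons of MDA-MB-231 reach 5818 genes for TAZi, while in TAM-treated ER-Src cells the counts run from 462 for TAZi to 1541 for YAPi.

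Genes called in a pair of TAM knockdowns mostly changed in the same direction. Pooled over the 6 pairs, 1560 of 1804 shared calls did so (86.5%, interval 84.8% to 88.0%), and the share was 86.2% with the replicate number as a block (896 shared calls). The share was highest for YAPi and TAZi, where 266 of 271 shared calls went the same way (98.2%, interval 95.8% to 99.2%) and 49.8 shared calls were expected from the sizes of the sets alone. It was lowest for TAZi and STAT3i, at 99 of 166 (59.6%, interval 52.0% to 66.8%). The other 4 pairs lay between 81.2% and 91.6%. All pairs share the same 2 control libraries. With a different control library for each knockdown, 79.5% of genes changed at least 2-fold in both went the same way, and 50% for TAZi and STAT3i.

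All 4 TAM knockdowns called 73 genes, of which 16 were higher and 38 lower in each. The 54 genes with 1 direction became 16 with the replicate number as a block and 14 with edgeR. The 5 with the largest mean change were STC1, CXCR1, ADAM19, TNFRSF6B and EHF. STC1 (chromosome 8, 23841929 to 23854806) was at 44.7 ± 10 TPM in Ctrli and at 3.16 ± 1.1, 15.6 ± 0.95, 1.75 ± 0.76 and 5.96 ± 1.1 TPM in YAPi, TAZi, STAT3i and JUNBi, with adjusted p-values of 2.4e-111, 7.2e-33, 8.9e-32 and 2.5e-109. CXCR1 (chromosome 2, 218162841 to 218166962) changed by -3.82, -2.01, -4.56 and -1.81, and ADAM19 (chromosome 5, 157395534 to 157575775) by -3.31, -1.54, -3.64 and -3.23. TNFRSF6B (chromosome 20, 63696652 to 63698684) changed by -2.75, -1.42, -3.99 and -2.07, although it overlaps a longer gene on its strand and its counts are uncertain. EHF (chromosome 11, 34621093 to 34663288) rose by 3.48, 2.05, 1.67 and 2.06, from between 40.8 and 44.2 normalized counts in the Ctrli libraries.

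The knockdown effects were set against the TAM response of Ctrli. Of 589 genes called both for STAT3i in TAM and for TAM in Ctrli, 585 changed in opposite directions. For JUNBi the number was 221 of 302, for YAPi 199 of 314 and for TAZi 71 of 166. These comparisons share the Ctrli TAM libraries, and with different Ctrli TAM libraries the share in opposite directions among genes changed at least 2-fold in both was 98.3% for STAT3i, 73.4% for JUNBi, 59.2% for YAPi and 36.6% for TAZi. The TAM response under each knockdown was also set against that of Ctrli. The 809 genes used were called in Ctrli and had a mean normalized count of at least 100. The slope through the origin, from DESeq2 estimates, was 0.19 in STAT3i, 0.63 in YAPi, 0.74 in TAZi and 0.64 in JUNBi. Genes with large estimates weigh most in this slope. The median ratio of the 2 responses was 0.30, 0.70, 0.83 and 0.65 in the same order. The slopes of the separate replicates were taken from log2 normalized counts instead. They were 0.39 and 0.20 in STAT3i and lay between 0.55 and 0.77 in the others.

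Under ETH, YAPi changed 1714 genes (756 higher, 958 lower), TAZi 741 (368 higher, 373 lower), STAT3i 37 (7 higher, 30 lower) and JUNBi 420 (178 higher, 242 lower). With the replicate number as a block the numbers were 1119, 404, 11 and 533, with pairing correlations of 0.176, 0.243, 0.240 and 0.410. With edgeR, STAT3i gave 0 calls (1066 genes at an unadjusted p under 0.05) and JUNBi 1. A fit over all ER-Src groups gave 1726 for JUNBi. The 2 JUNBi and the 2 STAT3i libraries under ETH differed more than those of any other ER-Src group, with an SD of the log2 ratio between replicates of 0.615 and 0.471 against 0.294 to 0.360 elsewhere. With offsets from the effective lengths, 36.7% of the TAZi calls were higher against 49.7% without, and 30.8% of the STAT3i calls against 18.9%. Of the genes called in both treatments, 959 of 966 for YAPi, 198 of 200 for TAZi, 24 of 25 for STAT3i and 182 of 185 for JUNBi changed in the same direction.

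Whether a knockdown acted differently in TAM and in ETH was tested directly. The interaction was called for 78 genes with YAPi, 72 with TAZi, 220 with STAT3i and 46 with JUNBi, and with the replicate number as a block for 98, 93, 329 and 100 genes, with the pairing correlations given for the single treatments. With edgeR the numbers were 15, 5, 56 and 0 (1339 genes at an unadjusted p under 0.05 for JUNBi). Of the TAZi interactions 20.8% were positive, against 40.3% with TMM size factors, 51.2% with effective length offsets, 32.3% with the block and 0 of 5 with edgeR. Of the YAPi interactions 35.9% were positive, against 6.7% with edgeR. For JUNBi 23.9% were positive, against 41.1% in the fit over all groups and 37.0% with the block. Among the named genes, the interaction with STAT3i was -2.82 for FOS (SE 0.31, adjusted p 1e-16), -2.19 for JUNB (SE 0.35, adjusted p 1e-07) and -0.80 for STAT3 itself (SE 0.20, adjusted p 0.0073). FOSL2 (chromosome 2, 28392448 to 28417317) had interactions of -0.96 with YAPi (SE 0.18, adjusted p 4e-05) and -0.95 with TAZi (SE 0.18, adjusted p 3e-05). For CCN1 (chromosome 1, 85580761 to 85584589) the interaction with YAPi was -1.31 (SE 0.21, adjusted p 5.6e-07). The FOSL2 interactions were near 0 when the other knockdowns replaced Ctrli.

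**Figure D4:**
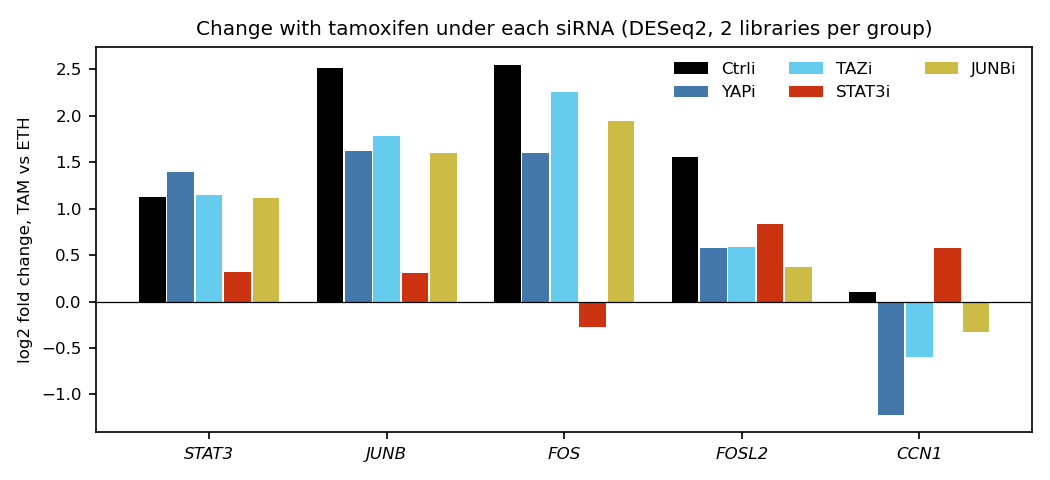
Log2 fold change of TAM against ETH (vertical axis) for 5 genes under each siRNA, estimated by DESeq2 from 2 libraries per group. JUNB rises by 2.51 in Ctrli and 0.31 in STAT3i, and FOS changes by 2.55 in Ctrli and -0.27 in STAT3i, while FOSL2 rises less under every knockdown (0.37 to 0.83) than in Ctrli (1.55).

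Among IL6, NFKB1 and the AP-1 genes, FOS (chromosome 14, 75278826 to 75282230) was lower in all 4 TAM knockdowns, by -1.95 in YAPi, -0.74 in TAZi, -3.48 in STAT3i and -1.60 in JUNBi (adjusted p 2.7e-19, 2.3e-05, 1.9e-68 and 7.7e-18). FOSL2 was lower in STAT3i (-1.27, SE 0.15, adjusted p 1.6e-14) and not separated in the other 3. JUN (chromosome 1, 58776845 to 58784048) had estimates above 0 in the same knockdowns that were not separated from Ctrli, at 0.41, 0.15, 0.25 and 0.52 (adjusted p 0.24, 0.85, 0.5 and 0.068). Under ETH it was higher in YAPi (1.15, SE 0.21, adjusted p 2.5e-06) and TAZi (0.91, SE 0.24, adjusted p 0.0032). JUND and FOSL1 were not called in any TAM knockdown, with changes from -0.50 to -0.20 and from -0.95 to 0.25 (lowest adjusted p 0.2 and 0.03), and FOSB had at most 15 counts in any TAM library. In the MDA-MB-231 set 1 knockdowns FOSL1 (chromosome 11, 65892049 to 65900573) changed by -2.33 in YAPi, -2.76 in TAZi, -3.44 in YAPi_TAZi and -2.94 in TEADi (highest adjusted p 1.7e-48), subject to the limit of set 1. In TAM-treated ER-Src cells, JUNB was lower in STAT3i (-2.41, SE 0.16, adjusted p 2.5e-47). It was not separated in YAPi (-0.39, adjusted p 0.086) or TAZi (-0.13, adjusted p 0.8). IL6 (chromosome 7, 22725884 to 22732002) had at most 15 counts in any ER-Src library outside JUNBi in TAM, where it had 87 and 76 counts against 2 and 1 in Ctrli (at least 14.3-fold higher, adjusted p 6.1e-05). In MDA-MB-231 it was higher in TAZi (2.31, SE 0.15, adjusted p 2e-50) and TEADi (1.68, SE 0.20, adjusted p 4e-15), subject to the limit of set 1. NFKB1 (chromosome 4, 102501330 to 102617302) was not called in any of the TAM knockdowns, with changes from -0.33 to 0.31.

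The median log2 fold change of the 22 YAP/TAZ target genes was -0.26 in YAPi under TAM (percentile 0.92 among matched random lists) and -0.32 in TAZi (percentile 0.00). It was 0.23 in STAT3i (97.59) and 0.03 in JUNBi (49.09). With the offset from effective lengths STAT3i came to 0.12 (68.49) and JUNBi to -0.04 (24.11), and leaving out 1 library gave -0.26 to -0.23 for YAPi and -0.39 to -0.28 for TAZi. Adjusted over all genes, 5 list genes were called in YAPi, of which 4 were lower, and 4 in TAZi, all lower. Adjusted over the list alone the numbers were 5 and 5. Under ETH, a comparison of the list added after the data were seen, the median was 0.20 in YAPi (97.98, and 82.49 with effective length offsets), 0.22 in TAZi (99.78), 0.10 in STAT3i (82.01) and 0.40 in JUNBi (100). For ANKRD1 (chromosome 10, 90912096 to 90921087) JUNBi gave rises of 3.4 in TAM (SE 0.32, adjusted p 4.7e-24) and 3.66 in ETH (adjusted p 1.2e-27), and STAT3i gave 2.07 in TAM (adjusted p 1.2e-05). CCN1 fell by 1.29 in YAPi (adjusted p 5.7e-11) and by 0.81 in TAZi (adjusted p 0.0011) under TAM. CCN2 (chromosome 6, 131948176 to 131951372) had changes of -1.03 and -1.35 that did not pass the threshold (adjusted p 0.098 and 0.056).

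**Figure D5:**
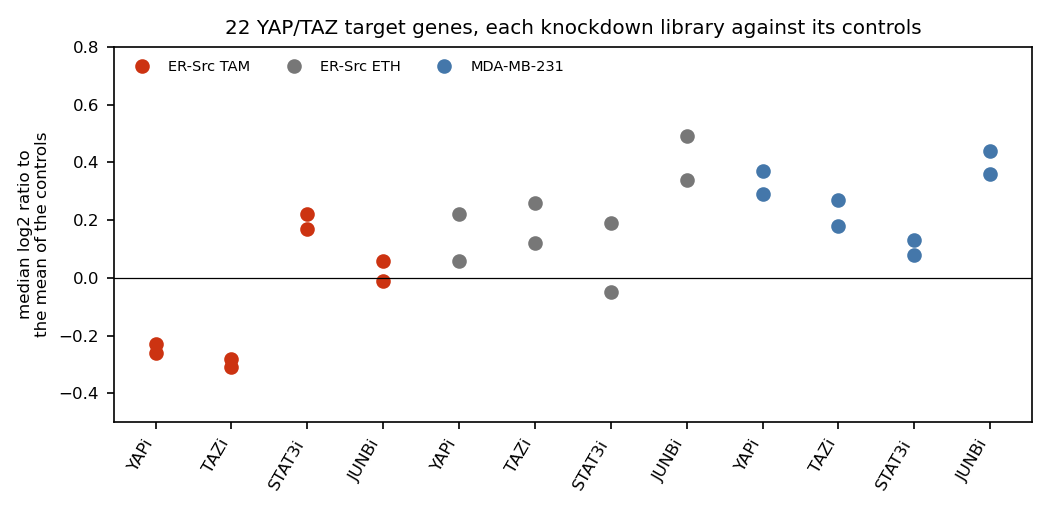
Median log2 ratio of the 22 YAP/TAZ target genes in each knockdown library to the mean of its control libraries (vertical axis), by siRNA, for ER-Src under TAM (red) and ETH (grey) and for MDA-MB-231 (blue), with a point for each library. The YAPi and TAZi libraries lie between -0.31 and -0.23 under TAM and between 0.06 and 0.37 elsewhere.

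In MDA-MB-231 set 1, 4038 genes were called for YAPi (2045 higher, 1993 lower), 5818 for TAZi (2830 higher, 2988 lower), 4845 for YAPi_TAZi (2341 higher, 2504 lower) and 4685 for TEADi (2295 higher, 2390 lower). With the replicate number as a block the counts were 2554, 2739, 4724 and 2944 (pairing correlations of -0.045, -0.042, -0.029 and -0.044). With the controls of both sets they were 1220, 1179, 1644 and 1502. When the other set 1 knockdowns replaced the controls, with the block, 32, 76, 363 and 198 genes were called (pairing correlations of 0.835, 0.834, 0.836 and 0.856), and only 12.5% of the YAPi and 10.5% of the TAZi calls were higher, against 50.6% and 48.6% with the controls. Of the YAPi calls, 62.6% were called in the same direction in the other 3 set 1 knockdowns. TMM size factors moved the median log2 fold change of genes with a mean of at least 100 from -0.03 to -0.14 in YAPi, from -0.06 to -0.16 in TAZi, from -0.09 to -0.20 in YAPi_TAZi and from -0.04 to -0.15 in TEADi, and the fit over all groups moved it to 0.09 in YAPi. The balance of higher and lower calls moved as well. TMM gave 1785 higher and 2411 lower for YAPi and 1815 and 2655 for TAZi. For YAPi_TAZi it gave 2953 and 4066, and for TEADi 2008 and 2794. The mean count filter and the fit over all groups gave more higher than lower genes for each knockdown. The set 2 controls differed from the set 1 controls at 6934 genes with no knockdown between them.

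The target list had a median of -0.70 in YAPi_TAZi (percentile 0.69) and -0.50 in TEADi (2.44), against 0.32 in YAPi (94.84) and 0.24 in TAZi (94.34). With the other set 1 knockdowns as reference and the replicate block, the medians were -0.68 (0.00) in YAPi_TAZi, -0.07 (16.68) in TEADi, 0.38 (100) in YAPi and 0.07 (91.94) in TAZi (pairing correlations of 0.834 to 0.856). The references for YAPi, TAZi and YAPi_TAZi hold TEADi and that for TEADi holds YAPi_TAZi, so a fall of the list in those libraries raises these values. In YAPi_TAZi, CCN1 changed by -3.96 (adjusted p 4.4e-97), CCN2 by -4.34 (adjusted p 9.2e-32) and ANKRD1 by -4.24 (adjusted p 4e-46). In TEADi the changes were -1.0 (adjusted p 1.1e-15), -3.54 (adjusted p 2.1e-33) and -2.76 (adjusted p 2.5e-26).

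In set 2, JUNBi changed 272 genes (20 higher, 252 lower) and STAT3i 10, all lower. EdgeR called 0 genes for both (2605 and 842 at an unadjusted p under 0.05), and the controls of both sets gave 3 and 1. The 2 set 2 controls differed more between themselves (SD of the log2 ratio 0.638) than the JUNBi (0.361) or STAT3i (0.376) libraries did. Leaving out a control moved the number of genes changed at least 2-fold in JUNBi from 263 to between 82 and 912. Among the called genes that met the rule for naming, TMEM160 and H1-10 fell most in STAT3i. The changes were -1.61 (SE 0.27, adjusted p 3.3e-06) and -1.21 (SE 0.21, adjusted p 7.1e-06). STAT3 fell more but had no adjusted p in that run. The mean TPM of TMEM160 was 377 in Ctrli, 147 in JUNBi and 141 in STAT3i, and that of H1-10 was 243, 137 and 119. Of the 10 STAT3i calls, 8 were also called in JUNBi, all in the same direction and against the same controls. In JUNBi the largest rise was in HERC2P2, a pseudogene of a family with many copies, whose counts are uncertain, followed by PTX3 (1.40, SE 0.37, adjusted p 0.0051). The target list had a median of 0.43 in JUNBi (99.98) and 0.09 in STAT3i (90.04).

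Between the cell lines, 497 of 682 genes called for YAPi in both TAM-treated ER-Src and MDA-MB-231 cells changed in the same direction (72.9%, interval 69.4% to 76.1%), and 389.0 shared calls were expected from the sizes of the sets alone. For TAZi the number was 196 of 265 (74.0%, interval 68.4% to 78.9%), for JUNBi 46 of 52 (88.5%, interval 77.0% to 94.6%) and for STAT3i 2 of 2. With the replicate number as a block in both lines the shares were 67.7% for YAPi (313 shared calls) and 72.8% for TAZi (81 shared calls), where the pairing correlations ranged from -0.045 to 0.051.

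Of the genes with the largest changes in ER-Src cells, several are multicopy or overlapping transcripts whose reads the counting can move between copies, and their changes are uncertain. H4C12, ENSG00000258232, ENSG00000269968 and U2 were listed at 0 in both libraries of some groups. In STAT3i under ETH, ENSG00000258232, ENSG00000269968 and U2 were at 0 in 1 library and at 1949, 4585 and 3301 counts in the other. The ribosomal RNA copy RNA5-8SN2 changed by -7.78 in YAPi under ETH (SE 0.94, adjusted p 1.5e-14). Outside these, LTF (chromosome 3, 46435645 to 46485234) rose by 4.50 in TAZi (SE 0.25, adjusted p 1.2e-66) and by 5.14 in JUNBi (SE 0.25, adjusted p 9.3e-92) under TAM. HP (chromosome 16, 72054505 to 72061055) rose by 4.24 in TAZi (SE 0.19, adjusted p 1.5e-104), although a related neighbouring gene, HPR, can share its reads. ADAMTS4 (chromosome 1, 161184302 to 161199054) changed by -6.31 in STAT3i (SE 0.93, adjusted p 6.6e-10), CDKN1C (chromosome 11, 2883213 to 2885775) by 3.30 in STAT3i (SE 0.33, adjusted p 5.6e-21) and TMPRSS4 by -3.33 in JUNBi (SE 0.29, adjusted p 1.3e-27). SPRR2D, a member of a family of neighbouring related genes, was at least 59.5-fold higher in YAPi. Under ETH, STAT3i gave S100A9 at -1.67 (SE 0.22, adjusted p 3.5e-10), CD24 at 0.80 (SE 0.18, adjusted p 0.0067) and NME2, which overlaps a read-through gene, at 1.09 (SE 0.22, adjusted p 0.00077). These changes were not particular to STAT3i. Mean TPM of NME2 under ETH was 120 in Ctrli and 275, 306, 318 and 320 in YAPi, TAZi, STAT3i and JUNBi. For CD24 it was 30.3, against 104, 43.3, 54.8 and 123. For S100A9 it was 99.9, against 730, 185, 35.5 and 36.8, so JUNBi shared the fall while YAPi and TAZi were higher. The annotation also places JUNB, TEAD2, IL6, TIMP3, ADAM19, ADAMTS4, TMPRSS4, HP, PTX3 and H1-10, among others, over other genes, most of them on the opposite strand, and the use of strand in the counting is not stated, so their counts are uncertain to that extent.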

Values the study reported

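In tamoxifen-treated ER-Src cells the study gave the number of differentially expressed genes per siRNA, against the control siRNA, as lying between 1000 and 4000.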

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

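The tests of the 6 single-gene interactions, of the target list and of both phiX174 patterns, and the share of calls common to all 4 set 1 knockdowns, were chosen only after the result was seen.

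The effect of a knockdown differed between TAM and ETH, by the interaction test, for 78 genes with YAPi, 72 with TAZi, 220 with STAT3i and 46 with JUNBi. All 4 interactions share the Ctrli libraries, so a chance deviation of those could produce them. With the other 3 knockdowns in place of Ctrli, the median ratio of the interaction to that with Ctrli was 0.30 for YAPi, 0.38 for TAZi, 0.36 for JUNBi and 0.80 for STAT3i. The first 3 sets may therefore owe much to the shared controls or to a response common to all knockdowns. The ratio tends below 1 in any case, since the genes were chosen by the interaction with Ctrli. With the other reference, 1, 3, 541 and 8 genes were called for YAPi, TAZi, STAT3i and JUNBi, of which 1, 0, 145 and 2 were also called with Ctrli. A difference in the action of STAT3 between TAM and ETH remains as a hypothesis, since other technical explanations, such as the larger spread of the STAT3i libraries under ETH, were not tested.

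Among the named genes, the interaction with STAT3i was -0.80 for STAT3, -2.19 for JUNB and -2.82 for FOS. The TAM change under STAT3i minus the mean of the other 3 knockdowns was -0.90, -1.35 and -2.20, which keeps the sign and over 0.5 of the size, so the shared controls alone do not give these values. For CCN1 with YAPi the interaction was -1.31 and the same difference -1.11. The interactions of FOSL2 were -0.96 with YAPi and -0.95 with TAZi, where the differences were -0.02 and 0.00. The FOSL2 values may come from the Ctrli libraries or from an effect common to the knockdowns, and the data do not separate these. For STAT3, JUNB, FOS and CCN1 an effect particular to the knockdown is a hypothesis.

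The median of the target list moved in opposite directions in TAM and ETH with YAPi and with TAZi. The list genes called under ETH were mixed, with 2 of 5 lower in YAPi and 3 of 5 in TAZi. With YAPi the medians were -0.26 and 0.20, and both libraries of each group lay on the same side of 0. With TAZi they were -0.32 and 0.22. With the other 3 knockdowns in place of Ctrli, the median interaction of the list was -0.18 for YAPi, against -0.47 with Ctrli, and -0.29 for TAZi, against -0.58. Both still stood apart from matched random lists (percentiles 0.01 and 0.00). The shared controls may account for part of the difference, but the reference for each also holds the other of YAPi and TAZi, which shifts the same way and makes the value smaller. JUNBi, also in both references, shifted the same way, at 0.03 in TAM and 0.40 in ETH. STAT3i did not, at 0.23 and 0.10. The direction of the shift is therefore not particular to YAPi and TAZi, and a response shared with JUNBi is not excluded. For TAZi 0.5 of the difference was left, at the edge of the limit set for this test. The list median in ETH also moved with the offsets from effective lengths, to 0.04 for YAPi.

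The list also differed between TAM-treated ER-Src cells and MDA-MB-231, at -0.26 and 0.32 with YAPi and at -0.32 and 0.24 with TAZi. This difference between the cell lines was not tested. With the other set 1 knockdowns as reference, the percentile of the list was 100 for YAPi and 91.94 for TAZi. Both of those references hold the TEADi libraries, so a fall of the list in TEADi would raise these percentiles. With the set 1 controls neither stood apart (94.84 and 94.34). The pattern cannot be told apart from RNA selection for either siRNA.

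Counts outside the comparisons were also present. The phiX174 identifier had a median of 580.5 CPM in ER-Src, with a range from 371.2 to 1087, and from 0 to 17.96 in MDA-MB-231. Sequencing control DNA is a candidate source. The ranges of the YAPi and TAZi libraries and of the STAT3i and JUNBi libraries overlapped by 364.8, which that source and others would both give, so in ER-Src the source cannot be told. In MDA-MB-231 set 1 the counts followed the split in effective length, at 0 in the 4 replicate 1 knockdown libraries and from 11.18 to 17.96 CPM in the 4 replicate 2 knockdown libraries, a gap of 11.18, as control DNA added per run would give. Replicate number and run are not separated there. The 649 numeric identifiers had a median of 5.951 CPM in ER-Src (1.66 to 11.13) and lay from 0 to 5.724 in MDA-MB-231. What they stand for was not tested, and no biological explanation was tested for either signal.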

How the results depend on the processing

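The reference of other set 1 knockdowns, and the alternatives for the target list under ETH, were chosen after seeing the data. All other alternatives were set before the data were examined. The cause was not tested for any change below unless a cause is given.

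Of the call counts under another setting, 91 stayed within 1.5 times the value reported and 41 did not. With the replicate block, the counts were 619 for TAM against ETH in Ctrli (973 without), 769 for YAPi, 177 for TAZi and 653 for STAT3i in TAM (1541, 462 and 1168 without), and 1119, 404 and 11 for YAPi, TAZi and STAT3i in ETH (1714, 741 and 37 without). In MDA-MB-231 they were 2554 for YAPi, 2739 for TAZi and 2944 for TEADi (4038, 5818 and 4685 without), and for the JUNBi interaction 100 (46 without). The block uses 1 of few degrees of freedom, and the pairing correlations with the controls lay between -0.054 and 0.410. Among the set 1 knockdowns they lay between 0.834 and 0.856. No paired analysis was possible for set 2 because its controls and knockdowns share no replicate number.

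With edgeR the counts were 195 for TAZi in TAM, 0 for STAT3i in ETH (1066 at an unadjusted p under 0.05), 1 for JUNBi in ETH, 0 for JUNBi and 0 for STAT3i in MDA-MB-231 (2605 and 842 at an unadjusted p under 0.05), and 15, 5, 56 and 0 for the YAPi, TAZi, STAT3i and JUNBi interactions (1339 at an unadjusted p under 0.05 for JUNBi). TMM size factors gave 17 for STAT3i in ETH, and in TAM 486 higher and 479 lower genes for JUNBi (372 and 533 otherwise). Offsets from effective lengths gave 13 for STAT3i in ETH, 3827 for TAZi in MDA-MB-231 and 121 for the TAZi interaction. A fit over all groups gave 1726 for JUNBi in ETH, 550 for JUNBi in MDA-MB-231, and 48, 19 and 129 for the YAPi, TAZi and JUNBi interactions. The controls of both sets gave 1220 for YAPi, 1179 for TAZi, 1644 for YAPi_TAZi, 1502 for TEADi, 3 for JUNBi and 1 for STAT3i. The other set 1 knockdowns as reference, with the replicate block, gave 32, 76, 363 and 198 for YAPi, TAZi, YAPi_TAZi and TEADi.

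Genes called in all 4 TAM knockdowns in 1 direction fell from 54 to 14 with edgeR and 16 with the block. The share of shared calls in the same direction in TAM stayed between 85.8% and 87.6%. Between the cell lines, YAPi moved from 72.9% to 79.3% in the fit over all groups and 67.7% with the block. TAZi moved from 74.0% to 79.9% with the mean count filter, 83.4% in the fit over all groups and 100% of 11 genes with the other set 1 knockdowns and the block. JUNBi moved from 88.5% to 95% with the offsets. With edgeR, STAT3i and JUNBi had no shared calls, so no share could be given.

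For the target list, 36 values under another setting kept their direction and side of the limits. In TAM, STAT3i was 0.21 with edgeR, 0.20 with the mean count filter and 0.12 with the offsets, no longer apart from random lists, and JUNBi reversed to -0.04 with the offsets. In ETH, the offsets gave 0.04 for YAPi and reversed STAT3i to -0.08. In TEADi, the filter gave -0.42, the offsets -0.34 and the other set 1 knockdowns with the block -0.07, none apart from random lists, and that kind of reference gave 0.38 for YAPi. The TEADi reference holds YAPi_TAZi and the YAPi reference holds TEADi, so a fall of the list in those libraries moves both values upwards and these 2 changes do not show that the TEADi fall is absent. Leaving out 1 library gave ranges of -0.26 to -0.23 for YAPi, -0.39 to -0.28 for TAZi and 0.17 to 0.23 for STAT3i in TAM, 0.06 to 0.22 for YAPi and 0.12 to 0.27 for TAZi in ETH. In MDA-MB-231 the ranges were -0.64 to -0.63 for YAPi_TAZi, -0.51 to -0.50 for TEADi, 0.30 to 0.73 for JUNBi and 0.02 to 0.25 for STAT3i.

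Leaving out 1 library also moved the numbers of genes changed at least 2-fold, to between 189 and 390 for TAZi, 78 and 125 for STAT3i and 505 and 791 for JUNBi in ETH, and to between 82 and 912 for JUNBi and 21 and 320 for STAT3i in MDA-MB-231. Of the targeted genes, TEAD1 in TEADi reversed to 0.18 with the controls of both sets. Under other settings 8 further targeted-gene results became weaker, 4 stronger and 111 stayed. Among the weaker ones, with the controls of both sets, YAP1 in YAPi was -1.89 (adjusted p 0.0438) and TEAD3 in TEADi -1.43 (adjusted p 0.0184), and TEAD3 was -0.27 against the other set 1 knockdowns with the block. In simulated data 50% of changed genes were recovered at the depths of set 1, 49% at those of set 2 and 61% at those of ER-Src, so a gene that was not called is not shown to be unchanged. The low depth of the set 1 knockdowns was not shown to be what limits this.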

Other observations

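No test in this part was chosen after the result was seen except the share common to all 4 set 1 knockdowns and the share of RNAs without a poly(A) tail in the last paragraph.

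The number of genes called in TAM was 462 for TAZi and 905 for JUNBi here. Both are lower than the value quoted from the study above.

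Genes changed in 2 TAM knockdowns tended to change in the same direction. With a different control library for each knockdown the share was 79.5%, so the noise of a single shared control library does not give it. Both control libraries belong to the same Ctrli group, so a deviation common to them is not excluded. The STAT3i and JUNBi libraries differ from the other ER-Src libraries in effective length, and their changes correlated more with each other than the 4 pairs across that split did on average (difference in r of 0.14). The single pairs do not follow the split, since TAZi with JUNBi (0.47) exceeded STAT3i with JUNBi (0.40), YAPi with JUNBi reached 0.36, and the average was lowered by STAT3i with YAPi (0.17) and with TAZi (0.06). Whether this split reflects separate sequencing runs is not known. A contribution of the split to the agreement of STAT3i with JUNBi cannot be told apart from a shared function.

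Genes changed by TAM and by STAT3i changed in opposite directions in 98.3% of cases with different Ctrli TAM libraries. The noise of a single shared control library therefore does not give this pattern. A deviation common to both Ctrli TAM libraries is not excluded by it. The slope of the TAM response was larger under JUNBi than under STAT3i by 0.45. Both lie on the same side of the split in effective length, so that split alone does not give the low slope. That STAT3 carries much of the RNA response to TAM is a hypothesis from the same data.

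In MDA-MB-231 set 1, histone genes, whose mRNAs lack a poly(A) tail, stood above matched random lists in all 4 knockdowns (lowest percentile 100), and 62.6% of the YAPi calls were called in the same direction in the other 3. RNA selection that differed between controls and knockdowns is a candidate explanation for many of these calls. The list tested for it holds histone genes only. Other coding genes differed as well, such as MUC5AC, with 711 and 613 counts in the controls and 0 in every set 1 knockdown library. A difference in RNA selection is not shown to give such calls. After the control counts were thinned to the depth of the YAPi libraries, 2525 of the 4038 YAPi calls were left in number, so depth alone does not give them. In set 2, JUNBi against STAT3i gave 109 calls, against 272 for JUNBi with the controls. Effects common to both knockdowns cancel in that comparison, so it does not decide whether the spread of the controls lowers the counts. Leaving out a control moved the number of genes changed at least 2-fold in JUNBi from 263 to 82 or 912.

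In 299 cases, over 96 distinct genes and all comparisons, a gene had 3 counts or fewer in both libraries of a group and a mean of at least 100. Of the 143 that overlap another gene on the same strand, summing the counts brought 28.0% under a 2-fold difference. Reads moved between overlapping genes therefore do not explain most of the 143. Many of the cases under 2-fold were small RNAs inside a host gene, such as SNORA63 in EIF4A2 (summed log2 ratio 0.50 in MDA-MB-231 YAPi). A host with many reads sets the sum whatever the cause, so such cases do not decide whether reads moved. The 4 set 1 knockdowns against their controls gave 261 of the cases (75 distinct genes, with copies of U2 repeated). Of these 261, 70.9% were small nuclear, small nucleolar, Cajal body, Y or other RNAs without a poly(A) tail, histone RNAs included, with 3 counts or fewer in the controls. The difference in RNA selection described above is a candidate explanation for them.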
